A study of Homo sapiens with 33 samples. Its data were reported in "Cell-intrinsic platinum response and associated genetic and gene expression signatures in ovarian cancer" (2025).

How the data were processed

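RNA was measured by mRNA sequencing in 33 libraries from 11 human high-grade serous ovarian carcinoma cell lines, with 3 replicates per line. The lines formed 4 families that each shared one origin: OVCAR3 with OVCAR3 ResA and OVCAR3 ResB, OVCAR4 with OVCAR4 ResA and OVCAR4 ResB, PEA1 with PEA2, and PEO1 with PEO4 and PEO6. Groups and replicate numbers were taken from the sample titles. The roles of the lines (4 platinum-sensitive, 7 platinum-resistant) came from the study's text, because the sample labels name the line and not its role. The ResA and ResB lines were made by the study through repeated cisplatin pulses with recovery between them; the PEA and PEO lines were obtained from one patient per family at different times.

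The authors prepared libraries with poly(A)-based mRNA chemistry, pooled them, and sequenced the same pool over several runs of one instrument. The labels give no run or preparation batch, so no batch term could be set. Per the study's methods, reads were processed with the nf-core RNA-seq pipeline against the GRCh38 genome and summarised per gene with salmon. The estimated counts deposited by the authors were expected counts per gene and library, not normalised, of which 88.4% were whole numbers. A second table deposited by the authors held TPM, which divides each expected count by an effective gene length and scales every library to the same sum. TPM therefore carries no depth. Both tables had 29744 genes named by symbol, of which 4956 were at 0 in every library. Strand use in the counting was not stated in the labels, so overlapping and antisense genes, and genes with near-identical copies, were treated as uncertain. Some symbols were older names. Coordinates are from NCBI RefSeq GRCh38.p14 by symbol or synonym and were found for 75 of the 83 genes picked; the FASTA and GTF at hand were of another build and gave no coordinates.

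Expected counts were rounded to whole numbers. Each resistant line was compared with the sensitive line of its family, and the resistant lines of one family with each other, in R 4.3.3 with DESeq2 1.42.0. DESeq2 and the replicate number as a block follow the study's methods. The Wald test was used on the 6 libraries of each comparison, with median-of-ratios size factors and, as a choice made here, no filter before fitting. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The quasi-likelihood test of edgeR 4.0.16, the usual first choice for counts, was an alternative here because the study had stated DESeq2. Adjusted p-values that DESeq2 left undefined stayed undefined. A test at the level of lines used counts summed over the 3 replicates of each line, with family as a covariate, so that the line was the unit.

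The replicate numbers were checked for pairing by correlating the deviations of same-numbered libraries from their line means. All 3 correlations were above 0.1 in OVCAR3 ResA against OVCAR3 (0.865, 0.383 and 0.744) and in OVCAR4 ResB against OVCAR4 ResA (0.843, 0.789 and 0.72). In the other 8 comparisons at least 1 of the 3 was not. All 3 were negative in OVCAR4 ResA and OVCAR4 ResB against OVCAR4 and in PEO6 against PEO4. The check cannot settle pairing. Libraries of a line differed mainly along a single axis, described below, so those of 2 lines can fall in the same order by chance.

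Before the data were examined, the following were fixed: the comparisons, the tests, the rule for named genes, 3 lists of genes (a panel of 20 WNT/EMT, STAT and platinum transport genes, 11 stemness markers and 6 genes of a differentiated signature) and 10 gene sets. The sets covered interferon response, MHC class I presentation, NF-kB and STAT3 inflammatory genes, mesenchymal genes, epithelial genes, WNT targets, platinum transport and detoxification, homologous recombination and nucleotide excision repair, oxidative phosphorylation and cytosolic ribosomal proteins. The study chose the panel and the differentiated genes partly on these samples. The rule named, in each of the 10 comparisons, the 2 genes with the largest increase and the 2 with the largest decrease among called genes with a mean normalised count of at least 100 and the same sign in all 3 same-numbered library pairs. It also named up to 10 genes called in the same direction in all 7 pairs, up to 5 higher and 5 lower genes of the line-level test, and any gene of the 3 lists. Not every gene picked by the rule is given in the text. The chromosome comparisons, the mitochondrial rRNA covariate and the gene length offset were chosen after the data had been seen.

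Gene sets were tested with camera (limma 3.58.1, preset correlation between genes of 0.01) on voom log2 CPM with the block, over 70 tests adjusted together. Camera with the correlation estimated, and fry, were alternatives. Calls recurring in all 7 pairs were compared with 10000 shufflings of genes between families within bins of expression, moving pairs of one family together. Correlations of log2 fold changes between sibling pairs, which share control libraries, were set beside 10 simulated draws of unchanged groups against those controls.

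A fold against a line whose 3 libraries all had 3 counts or fewer was computed against that floor of 3 counts and is given as "at least". The floor covers counting error only, since PCR copies of one molecule are not independent. Total counts ranged from 18.1 to 43.4 M per library (median 30.6 M), and the widest 95% Wilson interval for a share of counts of a library (mitochondrial rRNA) was 0.0293 percentage points. Other alternatives were TMM size factors, a filter of at least 10 counts in at least 3 libraries, no replicate block, all 33 libraries in one fit, an absolute log2 fold change above 1, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with TPM of at least 1 in at least 3 libraries, limma on log2(TPM + 1) without that filter, leaving out each replicate number, leaving out each family, a mitochondrial rRNA covariate and a gene length offset. In the fits of single comparisons and of gene sets, the mitochondrial rRNA covariate took the place of the replicate block. A fold change on the log2(TPM + pseudocount) scale understates the change of low genes.

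The fitting steps were tested on simulated counts with 200 changed genes. With libraries like those of PEA2 and PEA1, DESeq2 recovered 77.5% of the changed genes among 16289, and 9.88% of its calls were unchanged genes. With the noisier OVCAR4 ResA and OVCAR4 libraries it recovered 56.0% among 14229, and 24.3% of its calls were unchanged genes, against 46.5% and 17.7% for edgeR among 13925. With no gene changed, DESeq2 called 2 of 19611 and 15 of 13879 genes. Camera recovered the changed set in both pairs of lines among 14534 and 13941 genes. Fry recovered it in 1 of them, and in the other (OVCAR4 ResA and OVCAR4) it called 1 unchanged set. Simulated genes varied independently of each other, unlike genes in the real libraries. These runs therefore do not show how camera, fry or the other tests behave when genes move together. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Copy number and gene ontology terms were not analysed here.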

Results

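Gene expression was measured in 4 platinum-sensitive high-grade serous ovarian carcinoma lines and in 7 resistant lines of the same origins, with 3 libraries per line. OVCAR3 and OVCAR4 are established ovarian carcinoma lines, from each of which the study selected a pair of independent resistant lines (ResA and ResB) with cisplatin. PEA1 and PEA2, and PEO1, PEO4 and PEO6, are lines from patients sampled at different stages of platinum treatment. The 33 libraries held between 18058985 and 43394009 estimated counts, with a median of 30.6 M. Replicates of a line differed by more than counting noise, with a chi-square per degree of freedom between 30.6 and 534, so no library was a repeat of another. Pearson r between replicates, across genes, ran from 0.868 to 0.993. The nearest library belonged to the same line for 30 of 33 libraries and to the same family for all 33. The 3 exceptions were OVCAR3 ResB replicate 3, nearest to an OVCAR3 library, and replicate 1 of OVCAR4 ResA and of OVCAR4 ResB, which were nearest to each other. The first 2 principal components of the 1000 most variable genes held 29.8% and 24.8% of their variance.

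The share of counts on the mitochondrial rRNA genes RNR1 and RNR2 varied widely between libraries, from 1.12% to 14.8%. It was 10.6% ± 4.94 (SD, n = 3) in OVCAR4, 4.44% ± 4.14 (SD, n = 3) in OVCAR4 ResA and 5.98% ± 6.15 (SD, n = 3) in OVCAR4 ResB. PEA2 had the narrowest spread, at 2.82% ± 0.101 (SD, n = 3), and PEO1 the lowest mean, at 2.30% ± 0.478 (SD, n = 3). Nuclear rRNA took between 2.17% and 11.7% of counts.

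**Figure D1:**
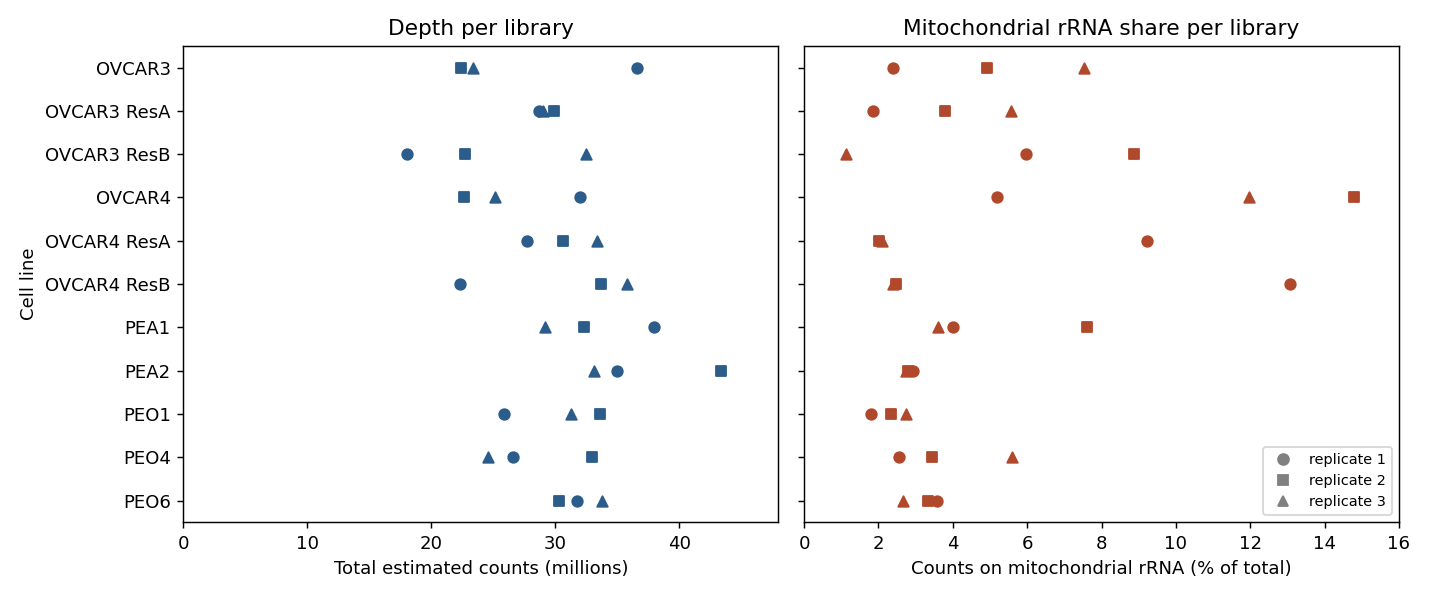
Total estimated counts per library (M) and the percentage of counts on mitochondrial rRNA genes, for the 3 libraries of each of the 11 lines. Totals lie between 18.1 and 43.4 M, and the mitochondrial rRNA share reaches 14.8% in an OVCAR4 library while all PEA2 libraries stay below 3%.

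Each resistant line was first compared with its sensitive counterpart, to ask which genes changed with resistance. DESeq2 called 8146 genes at an adjusted p-value under 0.05 in OVCAR3 ResA (3992 higher, 4154 lower) and 1255 in OVCAR3 ResB (671 higher, 584 lower). In the OVCAR4 family it called 1784 genes in ResA (1002 higher, 782 lower) and 2853 in ResB (1452 higher, 1401 lower). PEA2 had 8088 calls (4000 higher, 4088 lower), PEO4 had 5820 (2896 higher, 2924 lower) and PEO6 had 6962 (3556 higher, 3406 lower). In proportion, the alternative that moved counts most was limma on log2(TPM + 1) without a filter, which called 0 genes in OVCAR4 ResA and 0 in OVCAR4 ResB, where 3723 and 4414 genes had an unadjusted p under 0.05. The OVCAR4 counts also rested on single replicate numbers. Without replicate 1 the calls rose to 6221 in ResA and 7241 in ResB, and without replicate 3 they fell to 292 and 631. In OVCAR3 ResB the count was 1934 without replicate 3 and 455 without replicate 2. Scaling to TPM shifted the median log2 change of all genes to 0.45 in OVCAR4 ResA, 0.48 in OVCAR4 ResB, 0.14 in OVCAR3 ResA, 0.12 in OVCAR3 ResB and -0.10 in PEA2. In limma on log2(TPM + 1) the split therefore became 218 higher against 79 lower in OVCAR4 ResA, 444 against 175 in OVCAR4 ResB and 4958 against 2844 in OVCAR3 ResA.

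**Figure D2:**
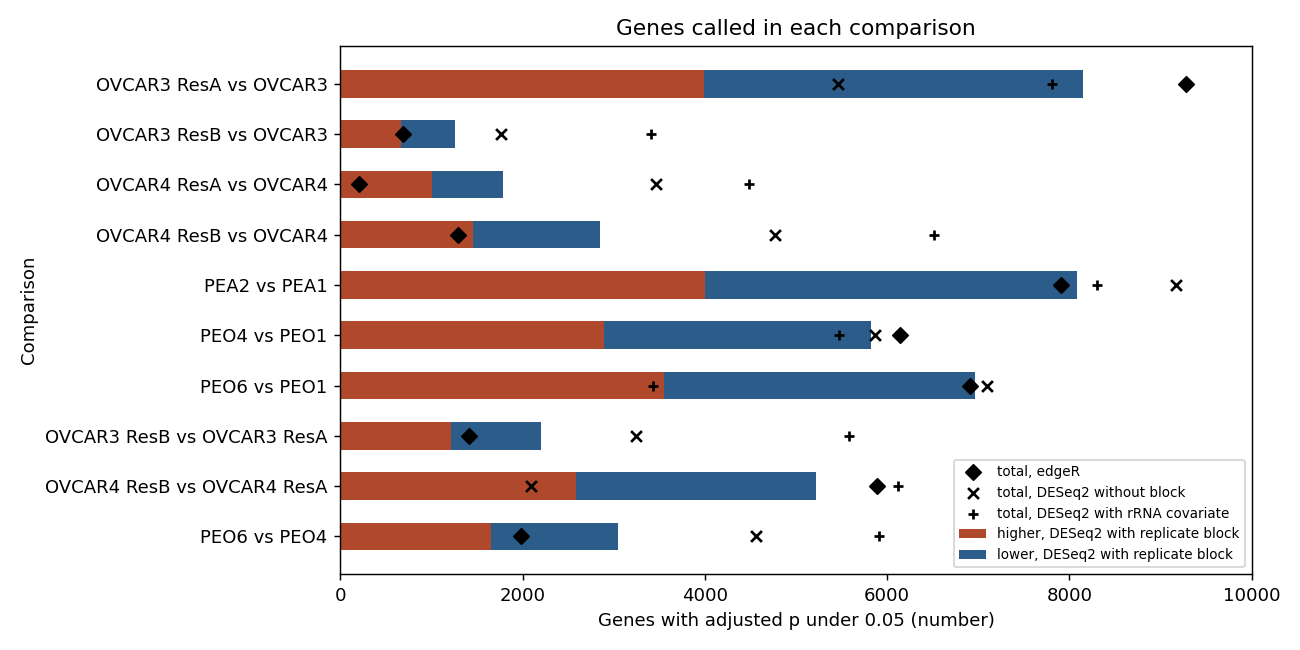
Number of genes called by DESeq2 at an adjusted p-value under 0.05 in each comparison, as bars for higher and lower genes, with the totals of edgeR, of DESeq2 without the replicate block and of DESeq2 with a mitochondrial rRNA covariate as points. OVCAR3 ResA and PEA2 have the most calls, 8146 and 8088. With the covariate in place of the block, OVCAR4 ResB rises from 2853 to 6513 while PEO6 falls from 6962 to 3434. Without the block alone, OVCAR4 ResB has 4765 calls and PEO6 has 7094.

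In OVCAR3 ResA, the largest increase was in HS3ST3B1 (chromosome 17, 14301081 to 14349404, GRCh38.p14, as for all positions below). It had 27.4 ± 1.74 TPM (SD, n = 3) and at most 1 count in any OVCAR3 library, at least 338-fold higher (DESeq2 adjusted p 3.6e-15). SLX1A (chromosome 16, 30193843 to 30197566) was listed at 26.7 ± 7.18 TPM (SD, n = 3) against 0, but it has a near-identical copy, and the sum over both copies and their read-through transcripts was 43.8 ± 14.4 against 33.4 ± 9.85 TPM (SD, n = 3), so its change was uncertain. CLDN6 (chromosome 16, 3014712 to 3018183) was at least 1320-fold lower, from 169.8 ± 22.6 TPM in OVCAR3 (SD, n = 3, adjusted p 8.97e-18). LOC102724852, for which no position was found, was at least 812-fold lower, from 59.2 ± 12.8 TPM (SD, n = 3, adjusted p 5.6e-19).

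In OVCAR3 ResB, SLC1A6 (chromosome 19, 14950033 to 15010643) was at least 121-fold higher at 15.6 ± 7.76 TPM (SD, n = 3, DESeq2 adjusted p 9.66e-16, but 0.154 without replicate 2), and was not called with all 33 libraries in one fit. LCMT2 (chromosome 15, 43323649 to 43330573) was at least 71-fold lower and a transcript known only by a clone name, without a position, at least 106-fold lower. The adjusted p of LCMT2, 2.38e-14, became 0.128, 0.18 and 0.0741 without replicates 1, 2 and 3.

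In OVCAR4 ResA, LOC102723570 (no position found) was at least 50-fold higher than in OVCAR4, but its mean of 4.06 ± 4.44 TPM (SD, n = 3) was no larger than its spread, and its DESeq2 adjusted p of 0.0045 became 0.112, 0.24 and 0.426 without replicates 1, 2 and 3. KLK5 (chromosome 19, 50943303 to 50953038) rose to 17.1 ± 7.99 from 0.19 ± 0.117 TPM (SD, n = 3), a log2 fold change of 6.12 ± 0.67 (SE) with an adjusted p of 2.38e-17. SAMD5 (chromosome 6, 147508690 to 147954680) was at least 204-fold lower, with an adjusted p of 6.11e-16 that became 0.121 without replicate 3. LOC283070 (no position found) was lower on average, but 1 OVCAR4 ResA library held 107 counts, and its adjusted p of 0.0183 became 0.723 without replicate 2 and 0.864 without replicate 3.

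In OVCAR4 ResB, CACNA1A (chromosome 19, 13206442 to 13506479) was at least 128-fold higher with a wide spread, 4.48 ± 5.01 TPM (SD, n = 3), and its DESeq2 adjusted p of 0.000881 became 0.122 without replicate 2 and 0.104 without replicate 3. MAGED4B (chromosome X, 52061827 to 52069272) was at least 131-fold higher at 18.4 ± 1.77 TPM (SD, n = 3, adjusted p 6.63e-17). Summed with its near-identical copy MAGED4, it stood at 18.4 ± 1.77 against 0.0298 ± 0.0261 TPM (SD, n = 3). MYL9 (chromosome 20, 36541519 to 36551447) was at least 1430-fold lower, from 275.5 ± 20.9 TPM (SD, n = 3, adjusted p 1.77e-31). EMX2 (chromosome 10, 117542746 to 117549546) was at least 1150-fold lower, from 79.0 ± 10.8 TPM (SD, n = 3, adjusted p 1.24e-25).

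In PEA2, EHF (chromosome 11, 34621093 to 34663288) stood at 194 ± 16.2 TPM (SD, n = 3) and at 0 counts in every PEA1 library, at least 5880-fold higher (DESeq2 adjusted p 4.26e-42). CCDC129 (current symbol ITPRID1, chromosome 7, 31514090 to 31658720) was at least 1760-fold higher at 80.4 ± 5.09 TPM (SD, n = 3, adjusted p 7.76e-34). It was no longer called with all 33 libraries in one fit. TM4SF18 (chromosome 3, 149318498 to 149333636) and FAT1 (chromosome 4, 186587794 to 186726696) were at 0 counts in every PEA2 library. They were at least 1790-fold and at least 1450-fold lower than in PEA1, where they had 92.3 ± 11.2 and 19.4 ± 12.8 TPM (SD, n = 3), with adjusted p-values of 5.55e-34 and 1.65e-21.

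In PEO4, CD302 (chromosome 2, 159768628 to 159798208) was at least 107-fold higher at 5.29 ± 0.739 TPM (SD, n = 3, DESeq2 adjusted p 5.76e-18). Reads of CD302 overlap a read-through transcript, and the sum of both was 6.12 ± 0.214 against 0.223 ± 0.0276 TPM (SD, n = 3). LOC102724560 (chromosome 21, 6444869 to 6468621) was at least 86.7-fold higher at 7.92 ± 2.37 TPM (SD, n = 3, adjusted p 6.79e-17). HOXC10 (chromosome 12, 53985146 to 53990279) was at 0 counts in every PEO4 library and at least 323-fold lower than in PEO1, at 41.0 ± 11.5 TPM (SD, n = 3, adjusted p 3.77e-24). EPB41L3 (chromosome 18, 5392386 to 5630663) was at least 216-fold lower, from 13.4 ± 2.81 TPM (SD, n = 3, adjusted p 5.65e-22).

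In PEO6, EPHA3 (chromosome 3, 89107621 to 89482134) was at least 1540-fold higher at 55.0 ± 9.82 TPM (SD, n = 3, DESeq2 adjusted p 1.64e-28). SLC44A4 (chromosome 6, 31863192 to 31878997) was at least 631-fold higher at 50.8 ± 7.42 TPM (SD, n = 3, adjusted p 9.19e-24). HOXC10 was again among the largest decreases, at least 468-fold (adjusted p 1.7e-21), with CDH4 (chromosome 20, 61252261 to 61940617), at least 178-fold lower than its 4.45 ± 1.25 TPM in PEO1 (SD, n = 3, adjusted p 1.07e-19). CDH4 was no longer called with all 33 libraries in one fit.

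The resistant lines of one family were then compared with each other, which involves no shared control. OVCAR3 ResB differed from OVCAR3 ResA in 2202 genes (1218 higher, 984 lower), OVCAR4 ResB from OVCAR4 ResA in 5218 (2585 higher, 2633 lower) and PEO6 from PEO4 in 3043 (1650 higher, 1393 lower). Without replicate 3 the counts were 3724 and 5223 in the OVCAR3 and PEO comparisons, and without replicate 2 they were 791 and 752, with 1847 in the OVCAR4 comparison. In the latter, whose libraries passed the check for pairing, leaving out the block gave 2094 calls. CLDN6 was at least 1670-fold higher and HECW1 (chromosome 7, 43112647 to 43566001) at least 381-fold higher in OVCAR3 ResB than in ResA. HS3ST3B1 was at least 287-fold lower there, and GPX1 (chromosome 3, 49357176 to 49358353) fell from 343 ± 20.8 to 0.181 ± 0.246 TPM (SD, n = 3), a log2 fold change of -11.31 ± 1.37 (SE) with a DESeq2 adjusted p of 1.42e-14.

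Between the OVCAR4 resistant lines, HEY2 (chromosome 6, 125749632 to 125761269) was at least 677-fold and MAGED4B at least 212-fold higher in ResB. EMX2 was at least 617-fold and MYL9 at least 121-fold lower. In PEO6 against PEO4, LHX1 (chromosome 17, 36936785 to 36944612) was at least 393-fold and SOX17 (chromosome 8, 54457935 to 54460892) at least 95.4-fold higher. TMEM132E (chromosome 17, 34579582 to 34639318) was at least 175-fold and BDKRB1 (chromosome 14, 96256210 to 96264763) at least 124-fold lower. Adjusted p-values of these 8 genes lay between 6.25e-28 and 2.56e-11 in DESeq2. Without replicate 1 those of SOX17, TMEM132E and BDKRB1 rose to 0.0707, 0.0542 and 0.0609, and without replicate 2 those of SOX17 and TMEM132E to 0.122 and 0.0726. Summed with its copy MAGED4, MAGED4B stood at 18.4 ± 1.77 TPM in ResB and 0.291 ± 0.421 in ResA (SD, n = 3).

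Log2 fold changes of sibling pairs were correlated across genes, which are not independent replicates. Because siblings share control libraries, the correlation of unchanged groups simulated against the same controls is given beside each. In the OVCAR3 family r was 0.455, inside the simulated range of 0.408 to 0.535, and 792 genes were called in both pairs in the same direction against 173 in opposite directions. In the OVCAR4 family r was 0.7 against a simulated 0.415 to 0.572, with 1116 shared calls in the same direction and 30 in opposite directions. In the PEO family r was 0.752 against 0.508 to 0.553, with 3477 and 223. The simulated groups shared on average 2.9, 6.3 and 1 called genes. With different control libraries for each sibling, over 6 combinations, the mean r was 0.345 (0.225 to 0.474) in OVCAR3, 0.597 (0.488 to 0.678) in OVCAR4 and 0.688 (0.591 to 0.758) in PEO. Between families, where no library is shared, the 18 correlations ran from -0.183 to 0.173.

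Across the 7 pairs, 15105 genes were called in at least 1 pair, and 6155 of these were called higher in some pair and lower in another. Only 5 of the 24644 genes compared were called in the same direction in all 7, where shuffling gave 0.747 on average, and 7 of 10000 shufflings reached 5 (permutation p 8e-04). The count was 9 with all 33 libraries in one fit, 1 with edgeR, and 0 without replicate 1 or without replicate 2. The shuffling matched genes on expression but not on how readily a gene is called in any family. Its p-value therefore does not separate a shared direction from genes that are easily called in every family. Each of the 5 lost a call in some pair without a replicate, with DESeq2 adjusted p-values of up to 0.483 for TOX (OVCAR3 ResB, replicate 2), 0.348 for ITGB2 (OVCAR4 ResB, replicate 3), 0.538 for LINC00960 (OVCAR4 ResA, replicate 3), 0.609 for NREP (OVCAR3 ResB, replicate 2) and 0.269 for C1orf116 (OVCAR4 ResB, replicate 2). The higher genes were ITGB2 (chromosome 21, 44885953 to 44928815) and C1orf116 (chromosome 1, 207018522 to 207032756). The lower genes were TOX (chromosome 8, 58805412 to 59119147), NREP (chromosome 5, 111728802 to 111976932) and the long noncoding RNA LINC00960 (chromosome 3, 75672281 to 75679303). The smallest change of ITGB2 was 0.84 ± 0.18 (log2, SE) in PEO4 (DESeq2 adjusted p 2.53e-05), at 32.4 ± 12.2 against 17.9 ± 3.71 TPM (SD, n = 3), and its largest was 4.72 ± 0.53 in OVCAR3 ResB (adjusted p 8.32e-17). C1orf116 changed least in PEO6, by 0.57 ± 0.22 (log2, SE, adjusted p 0.0223), where the libraries of both lines overlapped and 10 of the alternatives lost the call. NREP changed least in PEO4, at -0.62 ± 0.18, TOX least in OVCAR3 ResA, at -1.07 ± 0.17, and LINC00960 least in PEO4, at -0.81 ± 0.25 (log2, SE).

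At the level of lines, with counts summed per line and family as a covariate, 68 genes differed between resistant and sensitive lines (31 higher, 37 lower). EdgeR called 0, with 789 genes at an unadjusted p under 0.05, and DESeq2 called 199 without the PEO family and 42 without replicate 3. Of the 10 genes named by the rule, LOC101928000 was lower in all 7 pairs and called in 6 (log2 fold change -1.49 ± 0.23, SE, DESeq2 adjusted p 5.55e-07), and LOC101928741 was higher in all 7 and called in 4 (2.98 ± 0.57, SE, adjusted p 0.000382). BEX1 was lower in 6 pairs and called in 5 (-5.26 ± 1.05, SE, adjusted p 0.00115), but without the PEO family it had no adjusted p. GCGR, GAGE12J, CPB1 and RP11-609L23.1 were at 0 TPM in all 4 sensitive lines and LINC01310 (chromosome 22), PRR23B and RP11-461O7.1 at 0 TPM in all 7 resistant lines. Each of these 7 changed in the same direction in at most 2 pairs. GCGR had no adjusted p without the OVCAR3 family and LINC01310 none without the PEA family. GAGE12J had none without replicate 1, 2 or 3, or without the OVCAR3 or PEO family. CPB1 had none without replicate 1. PRR23B had none without the OVCAR3 family, the OVCAR4 family or replicate 3. RP11-461O7.1 had none without either of these families, or without replicate 1 or 2.

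The study examined WNT/EMT, STAT and platinum transport genes, and its panel of 20 gave 74 calls in 140 gene-by-pair combinations (46 higher, 28 lower; 78 adjusted over the list alone). Because the panel was chosen partly on these samples, the latter count is no independent evidence. A further 24 combinations had no adjusted p, and in 17 both lines were at the floor. The 9 WNT/EMT genes gave 27 calls (15 higher, 12 lower), the 7 STAT genes 31 (21 higher, 10 lower) and the 4 transport genes 16 (10 higher, 6 lower). Without the filter on TPM, limma called 41 of the 140. IL6 was called higher in 5 pairs and lower in none. In OVCAR4 ResB it rose to 19.8 ± 6.14 from 0.929 ± 0.234 TPM (SD, n = 3, log2 fold change 3.82 ± 0.55, SE, DESeq2 adjusted p 1.98e-10). In OVCAR4 ResA its adjusted p of 0.0242 became 0.0577, 0.399 and 0.473 without replicates 1, 2 and 3, in PEO4 it became 0.0713 without replicate 1, and in OVCAR3 ResB 0.251 and 0.179 without replicates 1 and 2. ANKRD1 was called in all 7 pairs, 3 higher and 4 lower, but in OVCAR3 ResB its adjusted p was 0.447 and 0.161 without replicates 1 and 2. ATP7A was called higher in 4 pairs, each of which lost the call without some replicate (0.198 in OVCAR3 ResA without replicate 1, where it was also lost without the block, 0.196 and 0.112 in OVCAR4 ResA and ResB without replicate 3, 0.557 in PEO4 without replicate 2). SLC22A3 was called lower in both PEO pairs, from 194 ± 46.5 TPM in PEO1 to 1.49 ± 0.338 in PEO4 and 0.453 ± 0.643 in PEO6 (SD, n = 3).

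Of the 11 stemness markers, 43 of 77 combinations were called (19 higher, 24 lower; 47 adjusted over the list alone), and 20 with limma without the TPM filter. CD44 was called in all 7 pairs. It was higher in OVCAR3 ResA, OVCAR3 ResB, OVCAR4 ResA, OVCAR4 ResB and PEA2, with log2 fold changes from 1.68 ± 0.21 (SE, PEA2) to 4.15 ± 0.37 (SE, OVCAR4 ResA). It was lower in PEO4, at -2.96 ± 0.16 (SE, DESeq2 adjusted p 6.08e-77), and in PEO6, at -6.39 ± 0.24 (SE, adjusted p 2.54e-150), from 324 ± 81.4 TPM in PEO1 (SD, n = 3). POU5F1 was called higher in 4 pairs and lower in PEO4. In PEO4 its adjusted p of 0.00103 became 0.0506 without replicate 1, and it was 0.0662 in OVCAR3 ResA and 0.193 in PEO6 without replicate 2. PROM1, which encodes CD133, was called lower in 4 pairs and higher in PEA2, where it rose to 11.1 ± 2.58 from 0.241 ± 0.112 TPM (SD, n = 3). In PEO4 it fell from 262 ± 45.8 to 0.127 ± 0.0395 TPM (SD, n = 3, adjusted p 7e-194). CD24, SALL4, ENG and KIT were each called higher in 2 pairs, and each lost a higher call without some replicate. They were called lower in 4, 4, 2 and 0 pairs. SOX2 and ALDH1A1 were each called lower in 3 pairs and higher in none, with ALDH1A1 in PEO4 at an adjusted p of 0.27 without replicate 1. NANOG was called in 0 of 7 pairs and had no adjusted p in 3; its highest line mean among those compared was 0.22 TPM.

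The 6 differentiated signature genes gave 32 calls in 42 combinations (30 higher, 2 lower; 35 adjusted over the list alone), 15 with limma without the TPM filter and 21 to 24 in fits that each left out a replicate. The study named these genes as frequently raised in these same lines, so the count is not independent of the choice. C1orf116 was called higher in all 7 pairs. DTX4 and SLC37A1 were called higher in 5 and lower in OVCAR3 ResA, where SLC37A1 changed by -0.39 ± 0.16 (log2, SE, DESeq2 adjusted p 0.0315). That last call was lost without the block and without replicate 1, 2 or 3 (adjusted p 0.334, 0.14 and 0.238). Of its 5 higher calls, the one in PEA2 was kept without each replicate, while the others were lost without some replicate, with adjusted p-values of up to 0.104 in OVCAR4 ResA, 0.343 in OVCAR4 ResB, 0.294 in PEO4 and 0.296 in PEO6.

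**Figure D3:**
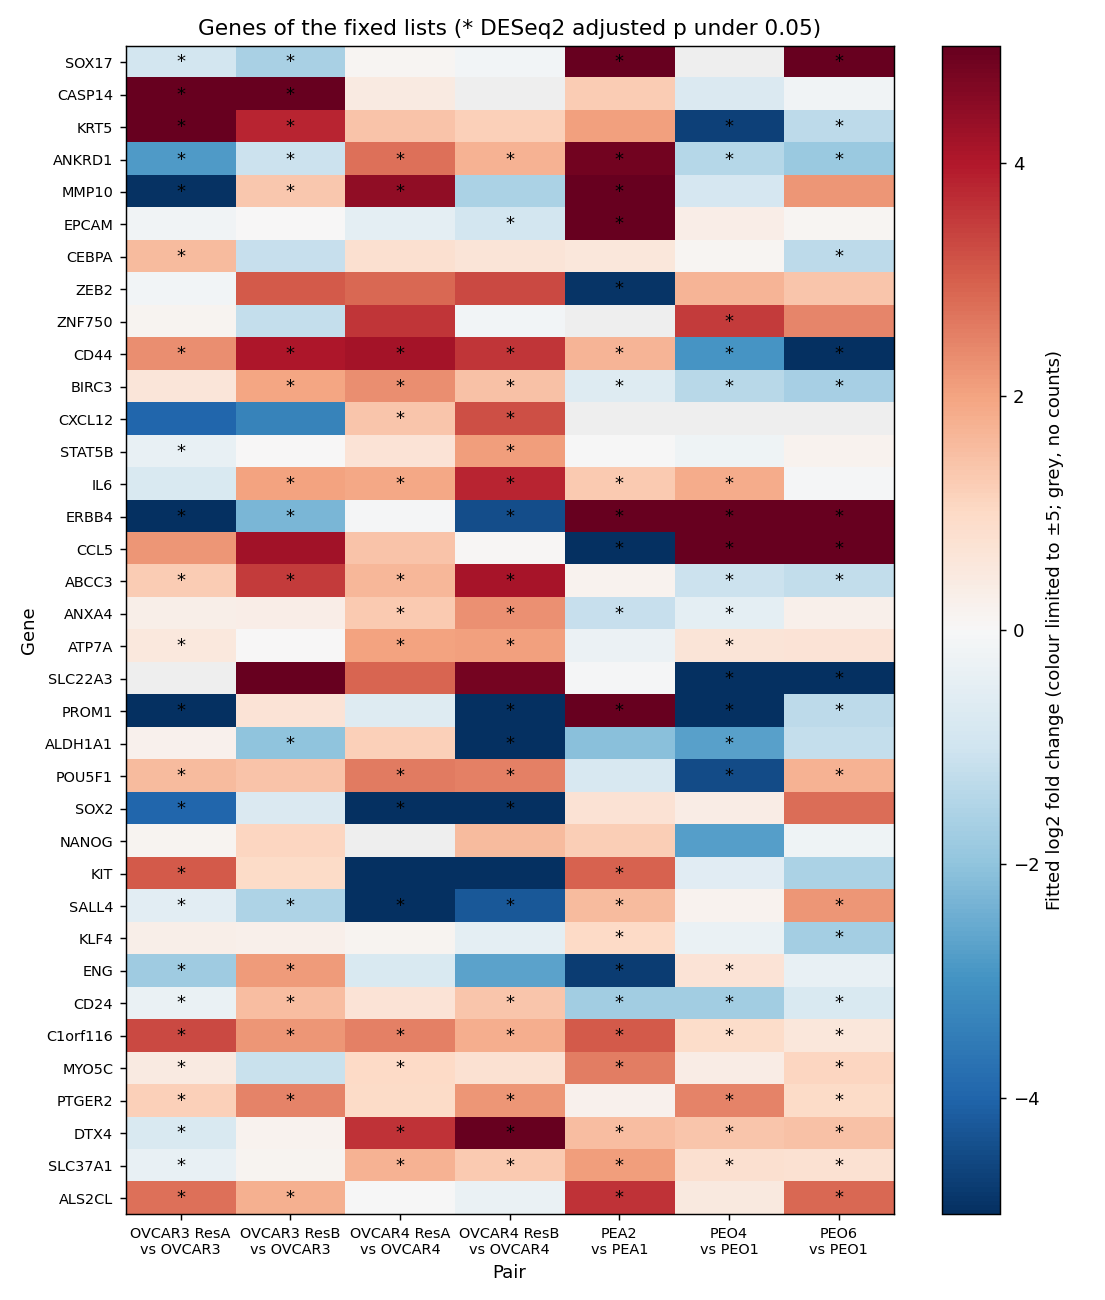
Log2 fold change of each gene of the panel, the stemness markers and the differentiated signature (rows) in the 7 pairs (columns), with an asterisk where DESeq2 called the gene at an adjusted p-value under 0.05. C1orf116 is higher in all 7 pairs, while CD44 is higher in 5 and lower in both PEO pairs.

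Gene sets were tested to ask whether the themes the study named moved together. Camera put 26 of 70 tests past an adjusted p of 0.05 (14 higher, 12 lower). Fry kept 11 of these 26 in the same direction, and with the correlation between genes estimated from the data none passed, with 1 of 70 at an unadjusted p under 0.05. The 11 held by fry were mesenchymal in OVCAR3 ResB and PEA2, WNT targets in OVCAR4 ResA, MHC class I presentation in OVCAR4 ResB, PEO4 and PEO6, epithelial in OVCAR4 ResB and PEA2, NF-kB and STAT3 inflammatory in PEA2, and interferon response in PEO4 and PEO6. The interferon response set rose in PEO4, with a median log2 fold change of 2.69 and 39 of 39 genes higher (camera adjusted p 2.05e-23), and in PEO6, with a median of 1.93 and 38 of 39 genes higher (adjusted p 1.17e-17). It also rose in OVCAR3 ResB (median 0.76, 29 of 36 genes, adjusted p 8.34e-05) and OVCAR4 ResA (1.05, 26 of 35, adjusted p 3.7e-05), and it fell in PEA2, with a median of -1.32 and 7 of 38 genes higher (adjusted p 0.000142). MHC class I presentation rose in OVCAR3 ResB, OVCAR4 ResB, PEO4 and PEO6, with medians of 0.36, 0.53, 1.12 and 1.10. In OVCAR4 ResB its adjusted p of 0.0321 became 0.0796 without replicate 1.

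The epithelial set rose in PEA2, where 32 of 33 genes were higher (median 5.63, camera adjusted p 3.17e-17). With the 7 genes at the floor in one line set at their bound, the median was 5.48. It fell in OVCAR4 ResB (median -0.43, 9 of 33 higher, adjusted p 0.0109), but on the TPM scale that median was 0.12, below the 0.47 of all genes. Of 10000 lists matched on length, GC content and expression, 6.52% had a median as low, so this decrease was not set apart from that of matched genes. The other 25 sets kept their sign on the TPM scale. The mesenchymal set rose in OVCAR3 ResB (median 0.77, camera adjusted p 0.00528) and fell in PEA2 (-1.20, adjusted p 0.00528) and in PEO6 (-1.69, adjusted p 0.00345). With genes at their bound, the medians from DESeq2 were 0.78, -0.97 and -1.55. The NF-kB and STAT3 inflammatory set rose in OVCAR3 ResB (median 1.17, adjusted p 1.1e-06; 1.0 from DESeq2 at the bound) and PEA2 (1.87, adjusted p 8.8e-05). WNT targets rose in OVCAR4 ResA (median 0.56, 9 of 13 genes, adjusted p 0.0494). Its medians from DESeq2 were 0.72 as fitted and 0.41 at the bound. The call was lost without replicate 1 (adjusted p 0.170), without the block (0.0565), under a count filter and without TMM factors. In the main test, platinum transport and detoxification and the DNA repair set passed in no pair. In OVCAR4 ResB, platinum transport had a camera adjusted p of 0.0538. It passed as higher there without replicate 2 or 3, without TMM factors, under fry and with the mitochondrial rRNA covariate. It did not without replicate 1, without the block or under the count filter. It also passed as higher in OVCAR3 ResB without replicate 1 or 2, and as lower in PEO6 without replicate 3. DNA repair passed only in OVCAR4 ResB without replicate 1.

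Cytosolic ribosomal protein genes fell in OVCAR4 ResA, with 0 of 79 genes higher and a median of -1.08 (camera adjusted p 6.39e-20), and in OVCAR4 ResB, with 0 of 79 and a median of -1.25 (adjusted p 6.39e-20). Oxidative phosphorylation genes fell there too, with medians of -0.72 in ResA (2 of 75 higher, adjusted p 3.17e-11) and -0.96 in ResB (1 of 75, adjusted p 2.49e-13). These are short, highly expressed genes, and 10000 random lists matched on length, GC content and expression had medians of -0.56 and -0.71 for the ribosomal set and -0.55 and -0.63 for oxidative phosphorylation, so matched genes also fell. On the TPM scale, where the median of all genes was 0.44 and 0.47, the ribosomal medians were -0.53 and -0.66 and those of oxidative phosphorylation -0.18 and -0.36. Both sets also passed as lower in the OVCAR3 pairs, by smaller amounts: -0.24 and -0.22 for ribosomal genes in ResA and ResB, and -0.31 and -0.45 for oxidative phosphorylation. The ribosomal calls were lost in ResA without replicate 2 (adjusted p 0.201) and without the block (0.0788). In ResB the call was lost without replicate 3, where the sign changed (adjusted p 0.711). In PEA2 the ribosomal set rose (median 0.43, 61 of 79, adjusted p 0.0194), a call lost without replicate 3 (adjusted p 0.589).

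**Figure D4:**
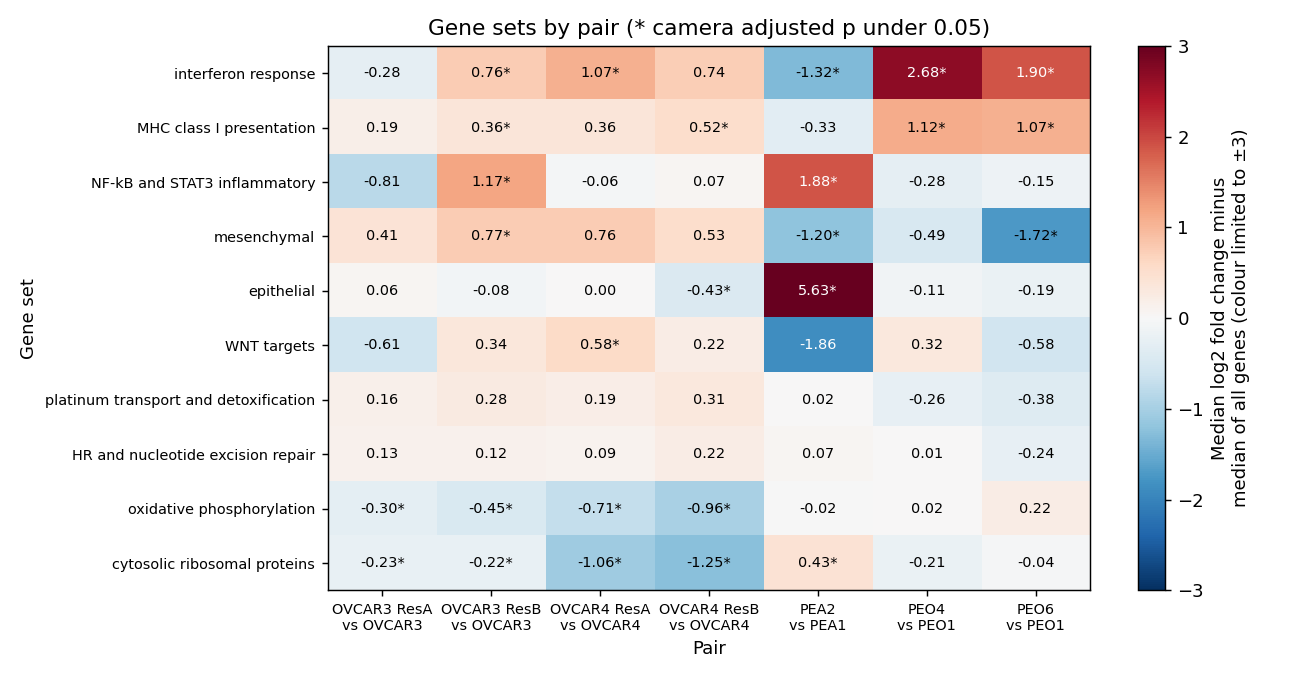
Median log2 fold change of each of the 10 gene sets (rows) in the 7 pairs (columns), minus the median of all genes, with an asterisk where camera gave an adjusted p-value under 0.05. The epithelial set in PEA2 and the interferon set in both PEO pairs stand highest (medians of 5.63, 2.69 and 1.93 before subtraction), and ribosomal genes are the lowest set in both OVCAR4 pairs.

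Median changes per chromosome were computed after the data had been seen, using GRCh38.p14 gene order. Chromosome X stood out in both OVCAR4 resistant lines, where the median of its genes lay 0.84 (379 genes, ResA) and 0.79 (376 genes, ResB) above that of all genes on the log2 scale, and 88.1% and 88.8% of its genes were above the median of all genes. Mean log2 levels of chromosome X genes relative to OVCAR4 were 0.82 ± 0.025 in ResA and 0.84 ± 0.029 in ResB, against 0.00 ± 0.01 in OVCAR4 (SD, n = 3). In PEO4 and PEO6, chromosome 21 lay 0.61 and 0.97 above and in PEO4 chromosome 6 lay 0.62 above the median of all genes. In PEA2, chromosome 22 lay 0.80 above, and chromosomes 18 and 4 were shifted by -0.69 and -0.62. DNA copy number was not analysed here.

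**Figure D5:**
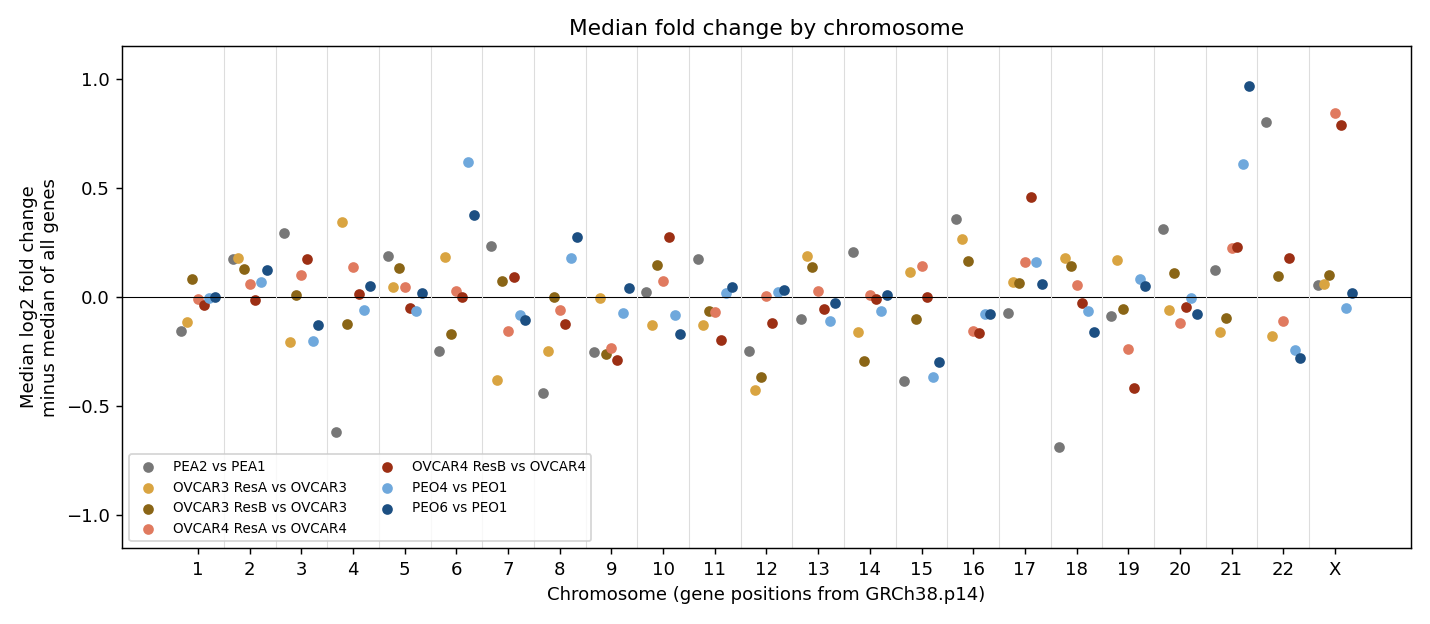
Median log2 fold change of the genes of each chromosome minus that of all genes, in the 7 pairs, from chromosome 1 to X. Chromosome X lies 0.84 and 0.79 above in the OVCAR4 pairs, chromosome 21 lies 0.97 above in PEO6 and chromosome 18 lies at -0.69 in PEA2.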

Values the study reported

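The study reported that its resistant lines were 1.7-4.8-fold more resistant to cisplatin and 1.3-4.5-fold more resistant to carboplatin than their sensitive counterparts. It stated that the differentiated signature score rose significantly in OVCAR3 ResB, PEA2, PEO4 and PEO6. It stated that, of the stemness genes, only CD44 and POU5F1 rose in more than one resistant line, and that they fell in others. Its plot of these genes also set a threshold on fold change, unlike the calls here.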

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

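The interactions in this part were tested only after the changes in each pair had been seen. For each set or gene, pairs at or near the extremes were chosen. A closer look was taken because the same contrast, resistant against sensitive, gave opposite effects in different pairs.

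Of the gene sets, 4 had a difference in median log2 fold change between pairs at or near their extremes. The ribosomal set was lowest in OVCAR4 ResB (median -1.25), but OVCAR4 ResA (-1.08) was the pair tested. The interferon response set differed by 3.82 between PEO4 and PEA2 (camera adjusted p 7.99e-17), the mesenchymal set by 2.10 between OVCAR3 ResB and PEO6 (0.00247), the epithelial set by 6.54 between PEA2 and OVCAR4 ResB (8.9e-30) and the cytosolic ribosomal protein set by 1.31 between PEA2 and OVCAR4 ResA (5.11e-13). Fry gave p-values of 3.52e-11, 5.57e-06, 1.66e-21 and 8.03e-05. With the mitochondrial rRNA share as a covariate the largest of the 4 p-values was 0.00308, and in libraries thinned to one size it was 0.00186, so neither accounted for the differences. None of 10000 lists matched on gene length, GC content and expression reached them (largest share 0%). Genes of a set moving together is an explanation that could account for a pair of them, since with the correlation between genes estimated the adjusted p-values were 0.0745 for the mesenchymal and 0.135 for the ribosomal set. It did not account for the interferon set (0.017) or the epithelial set (6.16e-06). The differences that stood, in interferon and epithelial genes, belong to the lines compared, and a link to platinum resistance was not tested.

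Cells of another line of the series in the PEA2 libraries did not account for the epithelial increase. The share of the PEA2 libraries that a line would need was lowest for PEO6, at 67.3%. For OVCAR3, OVCAR3 ResA, OVCAR4 and OVCAR4 ResB it was 103%, 127%, 122% and 113%, more than a whole library, so transcripts were not needed to decide there. For each of the 9 other lines, the majority of its abundant transcripts stayed under 10% of the level its share would need. The fewest were 16 of the 25 examined for OVCAR4. The lowest percentage was 62.7%, from 32 of the 51 examined for OVCAR3 ResB. A line of another family of the series under the name PEA1 or PEA2 did not account for the 8088 calls either, because PEA1 and PEA2 were nearest each other, at a Pearson r of 0.193 across genes, and the highest r of either with another family was 0.065. That r was still below the other values within families, 0.368 to 0.707, and a line from outside the series was not excluded by these values. The study reports STR profiling to authenticate its lines, whose results were not examined here. Genes are not independent replicates.

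Of the genes in the lists, 21 were called higher in one pair and lower in another. All 21 had an interaction past the threshold in DESeq2, but genes and pairs picked in this way could hardly have given another result, so the test adds little to the calls. The 11 of them called in at least 5 pairs are given here with adjusted p-values. For the panel these were ANKRD1 (PEA2 against OVCAR3 ResA, 7.93e-24), CD44 (OVCAR4 ResA against PEO6, 2.3e-133), BIRC3 (OVCAR4 ResA against PEO6, 6.66e-18), ERBB4 (PEO6 against OVCAR3 ResA, 1.06e-172) and ABCC3 (OVCAR4 ResB against PEO6, 3.96e-29). For the stemness markers they were PROM1 (PEA2 against PEO4, 3.52e-221), POU5F1 (OVCAR4 ResA against PEO4, 7.62e-09), SALL4 (PEO6 against OVCAR4 ResA, 5.87e-13) and CD24 (OVCAR3 ResB against PEA2, 1.96e-16). For the differentiated signature they were DTX4 (OVCAR4 ResB against OVCAR3 ResA, 1.41e-29) and SLC37A1 (PEA2 against OVCAR3 ResA, 1.29e-13). Of these 11, SLC37A1 lost its lower call without replicate 1, 2 or 3 and POU5F1 lost its lower call without replicate 1 (adjusted p 0.0506). With the mitochondrial rRNA share as a covariate the largest adjusted p-value of the 11 was 9.24e-14, and in thinned libraries it was 6.44e-08. Neither the share nor library size was therefore the whole cause of these 11 differences, although the genes and pairs had been chosen for them. Lines outside this series were not tested.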

How the results depend on the processing

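The mitochondrial rRNA covariate and the gene length offset were chosen after seeing the data, and so were the tests that used them. All 220 gene results kept their direction in every alternative that covered them, and 83 also kept their call in all of those. Not every alternative covered all 220: limma with the TPM filter covered 193 and the fits without a family 6 to 9. Of 2980 alternative values for genes, 2544 stayed past the threshold and 436 did not. Of 234 for the 26 sets, 184 did, 49 did not and 1 reversed: the ribosomal set in OVCAR3 ResB without replicate 3 (adjusted p from 0.000117 to 0.711 across the 3 fits that each left out a replicate). The cause of the changes below was not tested unless stated.

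With edgeR the calls were 691 in OVCAR3 ResB, 203 in OVCAR4 ResA, 1296 in OVCAR4 ResB, 1408 in OVCAR3 ResB against ResA and 1984 in PEO6 against PEO4, with 1 gene in all 7 pairs and 0 between lines (789 at an unadjusted p under 0.05). With an absolute log2 fold change above 1, which by construction leaves fewer genes, they were 3232 in OVCAR3 ResA, 3082 in PEO4, 4623 in PEO6, 1594 in OVCAR4 ResB against ResA and 1 in all 7 pairs. With all 33 libraries in one fit they were 4938 in OVCAR3 ResA, 3056 in OVCAR3 ResB, 4559 in OVCAR4 ResA, 5722 in OVCAR4 ResB, 5042 in OVCAR3 ResB against ResA, 2940 in OVCAR4 ResB against ResA, 5013 in PEO6 against PEO4 and 9 in all 7 pairs.

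Limma on log2(TPM + 1) gave 463 calls in OVCAR3 ResB, 297 in OVCAR4 ResA, 619 in OVCAR4 ResB, 842 in OVCAR3 ResB against ResA, 1061 in PEO6 against PEO4 and 1 in all 7 pairs. With a pseudocount of 0.1 these were 397, 251, 607, 757, 1002 and 1. Without the TPM filter, OVCAR3 ResB had 2, OVCAR4 ResA 0 (3723 at an unadjusted p under 0.05), OVCAR4 ResB 0 (4414), PEO4 3742, PEO6 4172, OVCAR3 ResB against ResA 6, OVCAR4 ResB against ResA 3326 and PEO6 against PEO4 273, with 0 in all 7 pairs. The lists then had 41 panel, 20 stemness and 15 differentiated calls. The share of higher calls moved by more than 10 points in OVCAR3 ResA (4958 higher and 2844 lower with pseudocount 1, 4895 and 2813 with 0.1, 4586 and 3030 without the filter), OVCAR4 ResA (218 and 79, 186 and 65), OVCAR4 ResB (444 and 175, 432 and 175) and PEO6 against PEO4 (177 and 96 without the filter).

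The check for pairing was passed in OVCAR3 ResA against OVCAR3 and in OVCAR4 ResB against ResA, which does not settle that the libraries were paired. Leaving out the block gave 2094 calls in OVCAR4 ResB against ResA. In the other 8 comparisons the libraries shared only a number, since at least 1 correlation of deviations was under 0.1, the lowest being -0.732 in OVCAR3 ResB against ResA. Without the block, OVCAR4 ResA had 3462 calls and OVCAR4 ResB 4765. Of the counts of calls, the block moved no other by more than 1.5 times. Without it, 11 calls of 210 gene results and 2 of 26 sets were not made, the sets being WNT targets in OVCAR4 ResA (adjusted p 0.0565) and ribosomal proteins in OVCAR3 ResA (0.0788).

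The mitochondrial rRNA share was used as a covariate in place of the block. Calls were then 3407 in OVCAR3 ResB, 4488 in OVCAR4 ResA, 6513 in OVCAR4 ResB and 3434 in PEO6. They were 5581 in OVCAR3 ResB against ResA and 5915 in PEO6 against PEO4. Leaving out the block alone had already raised the counts of both OVCAR4 pairs, as given above. With the covariate, the correlation of the OVCAR4 sibling pairs was 0.641. Rank correlations of sibling pairs were 0.375 for OVCAR3, below the mean of 0.478 for simulated unchanged groups, and 0.628 for PEO, against a simulated mean of 0.482. Camera with the correlation estimated put 0 sets past the threshold (1 at an unadjusted p under 0.05) and fry 17. Without the PEO family, 199 genes were called between lines. TMM size factors, the count filter and the length offset moved no count by more than 1.5 times.

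Across the 3 fits that each left out a replicate number, calls ran from 4920 to 5772 in OVCAR3 ResA, 455 to 1934 in OVCAR3 ResB, 292 to 6221 in OVCAR4 ResA, 631 to 7241 in OVCAR4 ResB, 4283 to 6999 in PEA2, 2921 to 6200 in PEO4 and 3712 to 5260 in PEO6. They ran from 791 to 3724 in OVCAR3 ResB against ResA, 1847 to 4308 in OVCAR4 ResB against ResA and 752 to 5223 in PEO6 against PEO4. Genes in all 7 pairs ran from 0 to 1, calls between lines from 42 to 106 and differentiated calls from 21 to 24. Sibling correlations ran from 0.365 to 0.463 (OVCAR3), 0.668 to 0.763 (OVCAR4) and 0.688 to 0.771 (PEO). Fewer libraries lower the power of each of these fits, so a rise, as in OVCAR4 without replicate 1, is not an effect of sample number. Of the gene calls in single comparisons, 76 were lost without some replicate.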

Other observations

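Of the 45 tests in the closing parts, 14 had their predictions written before the result was seen, and the other 31 tests were chosen only after it.

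Libraries of one line differed mainly along a single axis, which held 60.4% of the variance within lines, against 10.4% for the next. Library scores on it followed the mitochondrial rRNA share (Pearson r -0.953, Spearman rho -0.934, permutation p 1e-05 for both, the smallest possible with 100000 permutations within lines, adjusted p 4e-05, r -0.941 without the 2 most extreme libraries). They also followed the effective length of the shortest genes (r -0.855, permutation p 3e-05; rho -0.837, p 5e-05; adjusted p 6e-05; r -0.832 without 2) and total counts (r 0.621, permutation p 0.005; rho 0.61, p 0.003; adjusted p 0.0067; r 0.522 without 2). The nuclear rRNA share did not pass (r -0.415, permutation p 0.06; rho -0.378, p 0.08; adjusted p 0.06; r -0.402 without 2), and the 4 relations were adjusted together. The axis held 57.99% of the variance in libraries thinned to one size, so library size was not its cause. Removing each library's trends with gene length and GC content left the axis 59.81% of the remaining variance, against 60.32% in these genes before. These trends were thus not the whole of it, though gene weights on the axis followed effective gene length (Spearman rho 0.391, 9155 genes). Without rRNA genes the axis held 59.8%, but TMM scaling already removes a factor common to all genes, and leaving out a few genes moves little. Ribosomal RNA taking up library share therefore cannot be told apart from other causes that follow it, because the test could hardly have come out otherwise. Fragment length or RNA integrity differing between libraries may be a cause, since the value of -0.855 is what it predicted, but neither was measured here.

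The axis bears on the OVCAR4 pairs, where the mitochondrial rRNA share differed most between replicates in percentage points. It bears on OVCAR3 ResB too, where the share ran from 1.12% to 8.88% and the axis score from 0.336 to -0.261. The share was used as a covariate in place of the block. Then 1596 of the 1784 calls in OVCAR4 ResA and 2797 of the 2853 in OVCAR4 ResB kept their direction and call. Without the block alone, 1720 and 2801 did. In fits without the block, the share was therefore not the cause of most of these calls. The ribosomal and oxidative phosphorylation sets stayed lower in both (largest adjusted p 6.98e-06). At most 0.24% of matched lists had a median as low in OVCAR4. In the OVCAR3 pairs at least 46.7% of matched lists were as low as the ribosomal set, so gene length, GC content and expression level could account for that decrease, while for oxidative phosphorylation at most 0.62% were as low.

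Splitting the 6 libraries of each comparison in other ways gave fewer calls than the real split in all 10 comparisons (1 of 10 splits as high, the real one included). The highest count in another split was 4 in OVCAR3 ResA, 599 in OVCAR3 ResB, 1037 in OVCAR4 ResA, 676 in OVCAR4 ResB, 59 in PEA2, 5 in PEO4 and 5 in PEO6, and 173, 32 and 103 in the sibling comparisons of OVCAR3, OVCAR4 and PEO. The gap to the real split was thus wide in OVCAR3 ResA, PEA2, PEO4 and PEO6. In proportion it was narrowest in OVCAR4 ResA (1037 against 1784), and in number of genes in OVCAR3 ResB (599 against 1255). By its share alone, a chance arrangement of libraries cannot be told apart from a line difference, because 10 splits allow no share under 0.1. The check for pairing was passed by OVCAR3 ResA against OVCAR3 and by OVCAR4 ResB against ResA. There the other splits that parted all 3 pairs called at most 3 and 4 genes. The remaining splits parted 1 pair and rest on it.

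For gene sets, 2 of 10 splits had as many past the threshold, and the splits other than the real one ranged from 20 to 29 against its 26. The number of sets past the threshold was therefore not particular to the real split. With the replicate block, the other splits keep part of the line difference, and this keeps open how much of the 26 a chance arrangement would give. Between lines, 22 of 54 choices of 1 line per family as the sensitive one called at least as many genes as the real choice, itself included, with counts from 17 to 312 in the others. A choice of lines made at random could therefore account for the 68 calls.

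Sibling pairs share control libraries, and in the OVCAR3 family the correlation of 0.455 across genes lay inside the range simulated for unchanged groups. With different control libraries for each sibling, r was at least 0.225 in OVCAR3, 0.488 in OVCAR4 and 0.591 in PEO, above the highest r between families, 0.173. Shared controls were therefore not the whole cause in any family, though they add to each value. Genes are not independent replicates.

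Counts split between copies could account for the increase of SLX1A in OVCAR3 ResA, since the log2 ratio of the summed TPM, with 1 added to both sums, was 0.383. They did not account for MAGED4B in OVCAR4 ResB (4.23) or CD302 in PEO4 (2.54).

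Log2 fold changes of genes 20 apart on a chromosome were correlated across genes in all 10 comparisons, with r from 0.046 to 0.179, above each of 1000 shuffled orders (permutation p 0.001, the smallest possible). Removing trends with gene length and GC content left a lowest r of 0.057, and the mitochondrial rRNA covariate one of 0.043, so neither was the cause. Copy-number differences between the lines may be a cause, and in 10 of 10 comparisons the r lay where this predicts, but copy number was not measured here and shared regulation of neighbours was not excluded.

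Chromosome X genes were higher in both OVCAR4 resistant lines. The shift was still at least 0.814 after removing trends with length, GC content and expression and at least 0.787 with the mitochondrial rRNA covariate, and at least 88.1% of the genes lay above the median of all genes, so it was not a few genes with large changes. XIST was present throughout, at 16.2 ± 2.84 TPM in OVCAR4, 21.4 ± 16.7 in ResA and 55.0 ± 43.2 in ResB (SD, n = 3). A shift of this kind in both lines could reflect an added copy present before selection or gained in each, or a change in X silencing, and the values here do not separate these.

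Genes with no counts in one line and expressed in the other lay next to each other more often than in 1000 shuffled orders in 12 of 20 tests. In the other 8 the adjusted p was at least 0.092, and 6 of these had 0 adjacent pairs. In PEA2, 99 genes were silent and made 12 adjacent pairs against 0.893 expected, and in PEA1, 117 made 9 against 1.28 (permutation p 0.001 for both, the smallest possible, adjusted p 0.0025). Among runs of 3, chosen after their values were seen, were HOXC10, HOXC9 and HOXC8 in PEO4 (chromosome 12, 53985146 to 54012769), and DOCK2, FAM196B and KCNIP1 in PEA2 (chromosome 5, 169637275 to 170736632). Whether DNA was lost or silenced there was not tested.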
